A study of Homo sapiens with 24 samples. Its data were reported in "Diabetes-associated breast cancer is molecularly distinct and shows a DNA damage repair deficiency" (2023).

How the data were processed

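Tumours of 3 human oestrogen receptor-negative breast cancer lines (Hs578T, MDA-MB-231, MDA-MB-468) had been grown in the mammary fat pad of diabetic Akita mice, which carry an insulin gene mutation and become hyperglycaemic, or of matched non-diabetic control mice. RNA sequencing of 24 tumours was used, with 4 tumours from each host for each line. Line, host and replicate number were taken from the sample labels. No sample was left out of the comparisons.

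The deposited signal values are CPM (reads scaled to a common library total of 1000000) that the authors obtained after dividing by library sizes adjusted with TMM (trimmed mean of M-values) factors. Per the study's methods, stranded mRNA libraries were sequenced on a NextSeq instrument, reads were trimmed with Trimmomatic and aligned to the human genome with Tophat, and genes below 0.5 CPM were removed unless at least 2 samples reached that value. The methods name no step that separates mouse from human reads. The annotation named there does not account for the gene identifiers in the file, 1031 of which are numbered 270000 or higher. The column totals ran from 885238.8 to 1179404.2 and had a geometric mean of 1000000. All values in a sample were multiples of one small step, and between 86.21% and 88.77% were whole multiples of 100 such steps, as fractional counts written to 2 decimals would give. If the step is 0.01 read, the libraries held from 9017746 to 15149353 reads, and 3 reads, taken as the smallest detectable signal, corresponded to 0.185 to 0.364 CPM. These depths are inferred from the values. They cover counting error only, and reads without molecular identifiers are not independent molecules.

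The file listed 17812 lines, of which 14 were the Y copy of pseudoautosomal genes and were left out. Header lines had 26 cells and data lines 27, so columns were assigned by position. The 17798 genes used were named by the symbols in the file. Transcript length and GC content came from the longest transcript of each gene in GENCODE release 44 mapped to GRCh37, and 17650 gene identifiers matched. Coordinates are those of GRCh37, the build that the study's methods name.

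Values were transformed to log2 (value + 1). Within each line, genes at 0.5 or more in at least 2 of the 8 samples were compared between hosts with limma (version 3.58.1 in R 4.3.3, empirical Bayes with a mean-variance trend, two-sided), and P values were adjusted with the Benjamini-Hochberg method over the genes tested. Adjusted P thresholds of 0.05 and 0.3 were used, the latter because the study applied it to xenografts. A fit on all 24 samples with line as a covariate gave the host effect averaged over the lines, and an F test with 2 degrees of freedom tested whether the host effect differed between lines. For 7 gene sets, a score was the mean z-score of the listed members over the 24 samples, compared between hosts within each line by an exact two-sided Wilcoxon rank-sum test. BRCA1 and BRCA2 were compared by an exact two-sided permutation test of the difference in mean log2 value. With 4 tumours against 4 neither test can give a P value under 0.0286. Adjustment was over 21 score tests and over 6 BRCA tests. The gene lists were written from memory of public collections and may differ from them by some members. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for reading, annotation and plots.

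The named genes were BRCA1 and BRCA2 and, in each line, the 2 genes with the largest rise and the 2 with the largest fall in log2 value. These had to pass an adjusted P of 0.05, have a mean of at least 1, and show no overlap between hosts. Places left empty went to the smallest unadjusted P in that direction. The 2 genes of smallest P in the average effect were added. Groups, comparisons, this rule, the gene lists and most alternatives were fixed before the data were examined.

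The labels number the tumours 1 to 4 in each host, and these numbers are the only source of a pairing. Same-numbered tumours came from different animals. Deviations from the group means correlated between same-numbered tumours at -0.124 in MDA-MB-231, 0.0142 in MDA-MB-468 and 0.200 in Hs578T (mean Pearson coefficient over the 4 pairs, across genes). Differently numbered tumours correlated from -0.250 to 0.266 in MDA-MB-231, -0.295 to 0.205 in MDA-MB-468 and -0.511 to 0.458 in Hs578T. The means of same-numbered tumours lie within these ranges, so they do not establish a pairing. Fits with the replicate number as a block were given beside the results of MDA-MB-231, Hs578T and the combined fits. They were also given beside the gene counts of MDA-MB-468. An exact sign-flip test over 4 pairs cannot go below P = 0.125, so limma and limma camera carried the blocked tests of single genes and gene sets. In limma camera the correlation between genes of a set was preset at 0.01.

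Alternatives comprised another pseudocount (0.1), other expression filters, rescaling by median-of-ratios size factors, unmoderated variances, one fit on 24 samples, a covariate for skeletal muscle fibre genes, other score definitions, limma camera, and leaving out each tumour. After the data were examined, a removal of each sample's trend with transcript length and GC content was added (natural splines, 5 degrees of freedom each, fitted to the deviation from the line mean), alone and together with the replicate block, as were limma camera with the block and, for BRCA1 and BRCA2, limma with the block. Correlations with transcript length and the uncorrected scores had been seen when these were chosen. The fits were also run on other splits of the samples, 35 per line and 100 drawn for each combined result.

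The procedure was tested on simulated counts made with the observed library sizes. In a one-line simulation of 14547 genes with 200 changed by 1 log2 unit, 69.0% of the changed genes were called, 6.12% of calls were unchanged genes, and 63.0% of the changed genes were called with the block. With a length trend between hosts and no changed gene (14568 genes), 644 genes were called before the trend was removed and 0 after. The simulated trend followed the same transcript lengths that the removal used. It therefore does not show how fully a real trend is removed. With the trend and 200 changed genes (14517 genes), 72.0% were called after removal and 9.43% of calls were unchanged genes, above the nominal 5% rate. The interaction test was first simulated with a change of 1 log2 unit in 1 line (17380 genes). It called 10.5% of those genes, and 25.0% of its 28 calls were not changed in 1 line. The simulated change was then raised to 2 log2 units (17395 genes), which left the test itself as it was, and 88.5% were called, with 11.5% of 200 calls not changed in 1 line. Among these calls, 6 and 12 were genes given a common change, and 1 and 11 were unchanged genes. On the log2 (value + 1) scale, a common fold change is smaller in a line where the gene is low. A common change can thus differ between lines on the tested scale, in the real data as well. Whether the interaction test exceeded its nominal error rate was therefore not settled. It had little power for changes of 1 log2 unit.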

Results

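RNA sequencing measured the expression of 17798 human genes in 24 orthotopic xenograft tumours. Each of the 3 lines contributed 4 tumours from control mice and 4 from diabetic mice, and all 6 groups had 4 replicates. All 3 (Hs578T, MDA-MB-231, MDA-MB-468) are established human breast cancer lines that lack the oestrogen receptor. The inferred depth was 11799952 to 15149353 reads in MDA-MB-231 control tumours and 10529060 to 14770158 in diabetic ones. It was 12362010 to 14200366 and 11477135 to 13814925 in MDA-MB-468, and 12646207 to 13572110 and 9017746 to 12171782 in Hs578T. Across 11548 genes with a mean of at least 5 CPM, the smallest correlation between 2 libraries of one line was 0.931. The largest correlation between libraries of different lines was 0.705.

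Host groups were first compared within each line, to ask how far host diabetes changed tumour expression. In MDA-MB-231, 4884 of 14722 genes passed an adjusted P of 0.05 in limma, with 2377 higher and 2507 lower in diabetic hosts. At an adjusted P of 0.3, 9118 genes passed. In MDA-MB-468, 1256 of 15250 genes passed 0.05 (474 higher, 782 lower) and 6393 passed 0.3. In Hs578T, 5 of 14557 genes passed 0.05 and 280 passed 0.3. Unadjusted P values under 0.05 numbered 6574, 4321 and 1664 in these lines, against 736, 762 and 728 by chance. Genes whose 4 diabetic and 4 control values did not overlap made up 31.7%, 21.7% and 6.29% of those tested, against 2.86% by chance. With the replicate number as a block, 3796 genes passed 0.05 in MDA-MB-231, 140 in MDA-MB-468 and 43 in Hs578T. Same-numbered tumours correlated at -0.124, 0.0142 and 0.200 in these lines. At 0.3 the blocked fits gave 8659, 6067 and 1874 genes. The alternative that moved the MDA-MB-468 count furthest upward left out 1 diabetic tumour and gave 3202 genes, and leaving out 1 control tumour gave 0 genes at 0.05, with 3127 at an unadjusted P under 0.05.

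**Figure D1:**
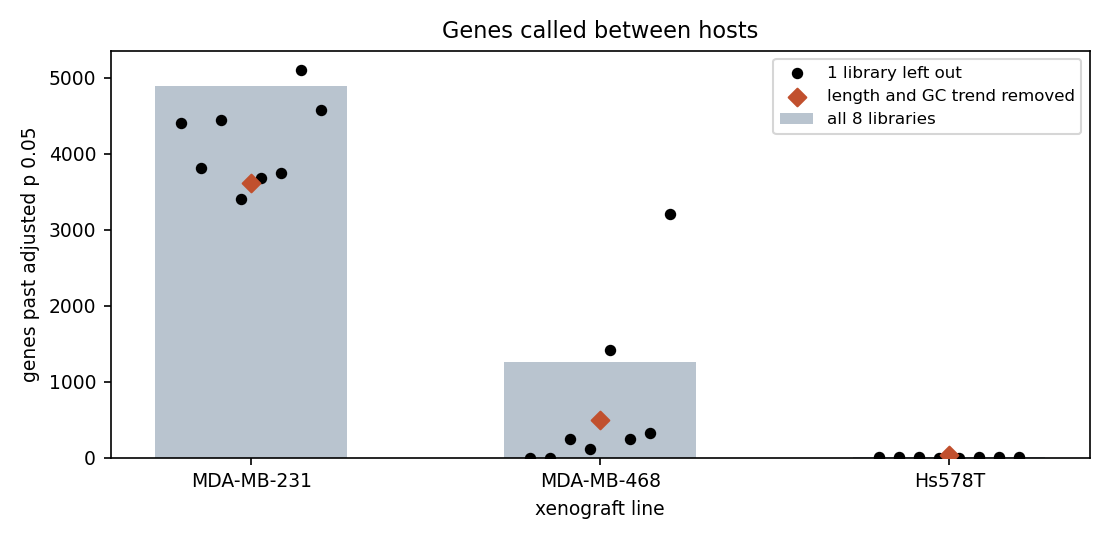
Genes past an adjusted P of 0.05 between hosts in each line (vertical axis, number of genes; bars, all 8 libraries; points, fits without 1 library; diamonds, after removal of trends with transcript length and GC content). The bars stand at 4884, 1256 and 5 genes, and the points in MDA-MB-468 run from 0 to 3202.

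In MDA-MB-231 the largest rises were in AC009133.6 (ENSG00000280893.1, chromosome 16, 29823582 to 29831413) and CDRT4 (ENSG00000239704.10, chromosome 17, 15339332 to 15379042), both annotated as protein coding. AC009133.6 rose from 1.37 ± 1.30 to 24.1 ± 10.98 CPM (SD, n = 4 per host, limma adjusted P = 0.000287). CDRT4 rose from 0.448 ± 0.779 to 13.3 ± 5.26 (limma adjusted P = 0.000118). The largest falls were in BLOC1S5-TXNDC5 (ENSG00000259040.5, protein-coding readthrough, chromosome 6, 7881755 to 8064597), from 15.1 ± 9.09 to 1.07 ± 2.13 (limma adjusted P = 0.000940), and in AC099329.1 (ENSG00000235288.3, long non-coding RNA, chromosome 3, 42826579 to 42893920), from 8.21 ± 2.73 to 0.153 ± 0.306 (limma adjusted P = 6.64e-05). With the replicate block the adjusted P values of these 4 genes were 0.00284, 0.00272, 0.00272 and 0.00147 (correlation of same-numbered tumours -0.124). All 4 overlap other genes on the same strand, and CDRT4 lies within the span of TVP23C-CDRT4, which changed by -11.2 CPM where CDRT4 changed by 12.9.

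In MDA-MB-468 AC009133.6 also rose, from 1.14 ± 0.912 to 18.2 ± 16.4 CPM (SD, n = 4 per host, limma adjusted P = 0.0192). AL034430.1 (ENSG00000285508.1, protein coding, chromosome 20, 10394168 to 10412570) was at or under the 3-read floor in all 4 control tumours and averaged 4.37 ± 3.45 in diabetic ones. That diabetic mean was 20.3 times the highest 3-read floor of the control tumours, 0.215 CPM. Single diabetic tumours ran from 1.63 to 9.22 CPM (limma log2 fold change 2.21, adjusted P = 0.0170). AC099329.1 fell from 7.31 ± 3.35 to 1.04 ± 1.24 (limma adjusted P = 0.0268). NCAM1 (ENSG00000149294.16, protein coding, chromosome 11, 112831997 to 113149158) fell from 11.4 ± 2.51 to 2.37 ± 1.35 (limma adjusted P = 0.0157). The first 3 overlap other listed genes on the same strand.

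In Hs578T the 5 genes at adjusted P 0.05 were HSPA1A, HSPA1B, MYH7 and CHORDC1, all higher, and HNRNPDL, lower. MYH7 (ENSG00000092054.13, chromosome 14, 23881949 to 23904869) rose from 0.318 ± 0.367 to 7.05 ± 4.36 CPM (SD, n = 4 per host, limma adjusted P = 0.00881). HSPA1A (ENSG00000204389.9, chromosome 6, 31783320 to 31785723) rose from 231.9 ± 41.4 to 652.2 ± 41.2 (limma adjusted P = 0.00106). HSPA1B, named after its values were seen, has a sequence nearly identical to HSPA1A and rose from 107.8 to 206.4. HNRNPDL (ENSG00000152795.17, chromosome 4, 83343718 to 83351615) fell from 210.5 ± 17.6 to 113.5 ± 3.36 (limma adjusted P = 0.00844). CTSH (ENSG00000103811.16, chromosome 15, 79213400 to 79241916) took the remaining place by its unadjusted P and did not pass, with a fall from 232.6 ± 95.2 to 79.9 ± 10.9 (limma adjusted P = 0.0637). With the replicate block the adjusted P values of MYH7, HSPA1A, HNRNPDL and CTSH were 0.000912, 0.000912, 0.00811 and 0.0206 (correlation of same-numbered tumours 0.200). All these genes are protein coding.

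The lines were then compared with each other. Each line was harvested at a different time, so line cannot be separated from the time of growth in the host. The host effect averaged over the 3 lines, which need not be present in each of them, passed an adjusted P of 0.05 for 2497 of 17679 genes (1026 higher, 1471 lower), and for 1280 genes with the replicate block. The host effect differed between lines for 2634 genes, and for 2280 with the block. The same-numbered tumours correlated at -0.124, 0.0142 and 0.200 in the 3 lines. MDA-MB-231 shared with MDA-MB-468 4238 of 13239 genes past an adjusted P of 0.3 in the same direction (1857 higher, 2381 lower), with 147 in opposite directions, and 4024 shared the direction with the block. Across genes, which are not independent replicates, log2 fold changes of this pair of lines correlated at a Spearman rho of 0.713. The rho was -0.203 between MDA-MB-231 and Hs578T and -0.143 between MDA-MB-468 and Hs578T. After removal of trends with transcript length and GC content these coefficients were 0.645, -0.0820 and -0.0246. The smallest P values of the average effect belonged to TOB1 (ENSG00000141232.5, chromosome 17, 48939584 to 48945339, log2 fold change 0.71, SE 0.084, limma adjusted P = 9.91e-05) and CHORDC1 (ENSG00000110172.12, chromosome 11, 89933597 to 89956245, log2 fold change 0.78, SE 0.10, limma adjusted P = 0.000262). The TOB1 effect differed between lines (limma interaction adjusted P = 0.0283) and the test for CHORDC1 did not pass (limma interaction adjusted P = 0.0696).

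BRCA1 (ENSG00000012048.22, chromosome 17, 41196312 to 41322262) and BRCA2 (ENSG00000139618.14, chromosome 13, 32889223 to 32974405), both protein-coding DNA repair genes, were compared to ask whether their transcripts were lower in diabetic hosts. BRCA1 was 15.5 ± 1.34 CPM in control and 8.595 ± 2.58 in diabetic hosts in MDA-MB-231 (SD, n = 4 per host, log2 difference -0.81, exact permutation P = 0.0286, adjusted 0.0429). It was 26.3 ± 1.15 and 13.6 ± 3.17 in MDA-MB-468 (log2 difference -0.92, exact permutation P = 0.0286, adjusted 0.0429). In Hs578T it was 17.6 ± 3.08 and 16.7 ± 3.19, a difference within the spread (log2 difference -0.07, exact permutation P = 0.657). BRCA2 was 19.01 ± 3.24 and 11.4 ± 3.47 in MDA-MB-231 (log2 difference -0.71) and 19.8 ± 2.97 and 12.8 ± 0.954 in MDA-MB-468 (log2 difference -0.59), each with an exact permutation P of 0.0286 (adjusted 0.0429). In Hs578T it was 12.1 ± 4.83 and 10.6 ± 1.40 (exact permutation P = 0.771). In limma with the replicate block, a test added after the data were seen, the adjusted P values were 0.0124 for BRCA1 and 0.0327 for BRCA2 in MDA-MB-231, and 0.845 and 0.834 in Hs578T (correlations of same-numbered tumours -0.124 and 0.200). The difference between lines passed for BRCA1 (limma interaction adjusted P = 0.0364) and not for BRCA2 (limma interaction adjusted P = 0.287). Removing trends with transcript length and GC content moved the differences in MDA-MB-231 most, to -0.54 for BRCA1 (exact permutation P = 0.0286) and -0.47 for BRCA2 (exact permutation P = 0.114).

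**Figure D2:**
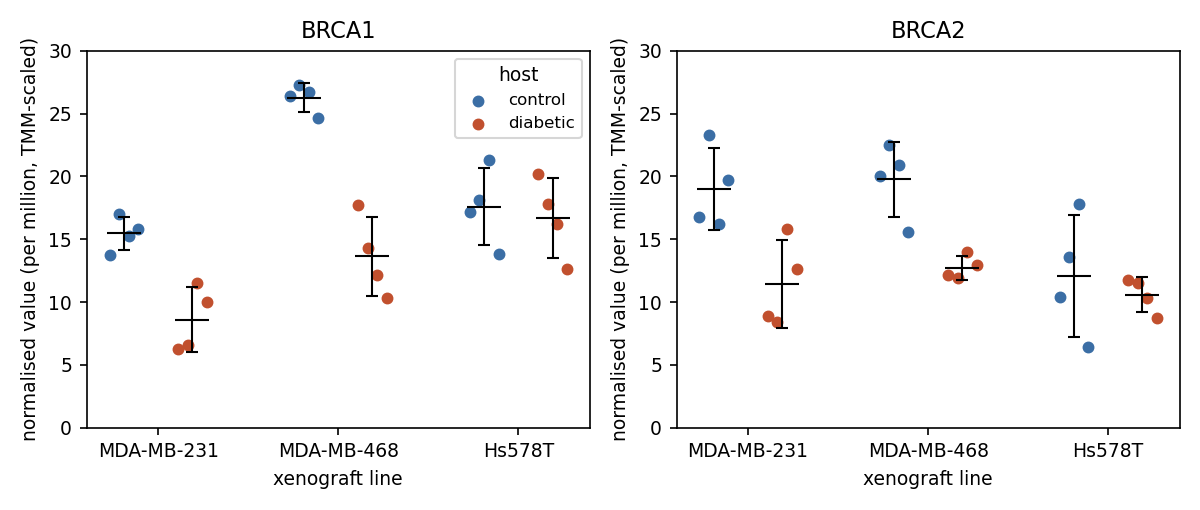
BRCA1 (left) and BRCA2 (right) in each tumour (vertical axis, TMM-scaled CPM; horizontal axis, line; points, 4 tumours per host; bars, mean and SD). In MDA-MB-468, as in MDA-MB-231, each diabetic tumour lies below the control tumours for both genes, and in Hs578T the groups overlap.

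Gene set scores were compared to ask whether repair, myogenesis, inflammatory and proliferation programmes differed with host diabetes. Of 21 tests, 4 reached the smallest exact P of 0.0286, and none passed adjustment (adjusted P = 0.15 for each). With that floor, a pass after adjustment would have needed many more of the 21 tests to reach it. The lack of a pass therefore says little about any single score. The homologous recombination score in MDA-MB-468 fell from 0.303 ± 0.0291 to -0.178 ± 0.109 (SD, n = 4 per host, exact P = 0.0286) and was lower in 4 of 4 diabetic tumours. The base excision repair score in MDA-MB-468 fell from 0.235 ± 0.131 to 0.0182 ± 0.127 (exact P = 0.0286). The TNF-alpha signaling score rose from 0.118 ± 0.0529 to 0.480 ± 0.15 in MDA-MB-231 and from -0.247 ± 0.0515 to -0.111 ± 0.0533 in Hs578T (exact P = 0.0286 for each). The myogenesis score in Hs578T rose from 0.192 ± 0.105 to 0.423 ± 0.135 (exact P = 0.0571). The mismatch repair score was lower in all 3 lines without passing, with differences of -0.350, -0.407 and -0.391 in the 3 lines (exact P = 0.200, 0.114 and 0.114). Proliferation scores gave no difference past the threshold in the rank-sum test (exact P = 0.486, 0.343 and 0.686). With the replicate block the exact sign-flip P of these sets was never under 0.125, the smallest value the design allows. In limma camera with the block, adjusted over the 21 tests, TNF-alpha signaling gave P = 0.000125 in MDA-MB-231 and 0.00164 in Hs578T, and myogenesis in Hs578T gave 0.00164 (correlations of same-numbered tumours -0.124 and 0.200). Mismatch repair, base excision repair, nucleotide excision repair and proliferation, all lower in Hs578T, gave 0.00816, 0.0114, 0.00816 and 0.0281. Without the block, proliferation in Hs578T did not pass (limma camera adjusted P = 0.0619). The camera fits preset a correlation of 0.01 between genes of a set. Where genes of a set vary together more than that, the camera P values are too small. Scoring by the first principal component moved these results most and reversed 9 of the 21 differences. The study's methods define their z-score-based pathway scores by that component. It may follow differences between lines more than between hosts, which was not tested.

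**Figure D3:**
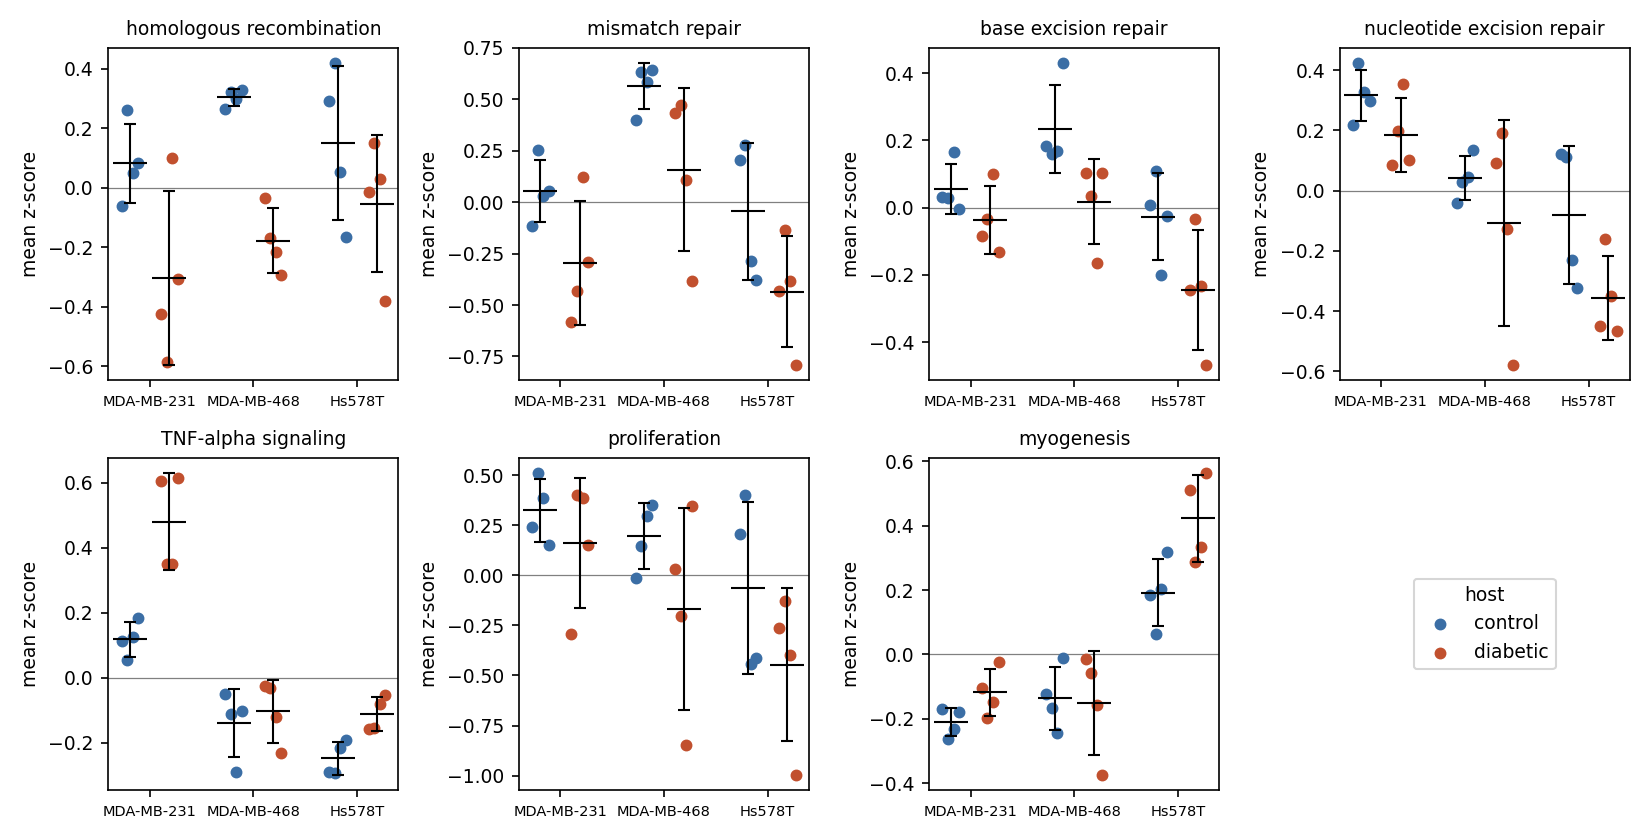
Gene set scores in each tumour (vertical axis, mean z-score over the 24 tumours; horizontal axis, line; points, 4 tumours per host; bars, mean and SD). The homologous recombination score separates the hosts in MDA-MB-468, and the TNF-alpha signaling score separates them in MDA-MB-231 and Hs578T.

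Library properties were compared between hosts as a background for these differences. Per library, the rho of transcript length with the deviation from the line mean, taken across genes, averaged 0.387 ± 0.132 in control and -0.376 ± 0.127 in diabetic MDA-MB-231 tumours (SD, n = 4 per host, exact P = 0.0286, adjusted 0.0429). In MDA-MB-468 it averaged 0.355 ± 0.179 and -0.243 ± 0.0744 (exact P = 0.0286, adjusted 0.0429), and in Hs578T -0.112 ± 0.396 and 0.171 ± 0.297 (exact P = 0.286). Median log2 fold changes in the shortest and longest of 5 equal groups of genes by transcript length were 0.32 and -0.28 in MDA-MB-231, 0.21 and -0.23 in MDA-MB-468, and -0.15 and 0.11 in Hs578T. The mitochondrial share of the signal was 1.28 ± 0.423% in control and 4.16 ± 1.69% in diabetic MDA-MB-231 tumours (exact P = 0.0286, adjusted 0.0857). Inferred reads, in units of 1000000, were 13.3 ± 0.437 in control and 10.9 ± 1.32 in diabetic Hs578T tumours (exact P = 0.0286, adjusted 0.0857). The labels give no sequencing batch, so within-batch values could not be computed.

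**Figure D4:**
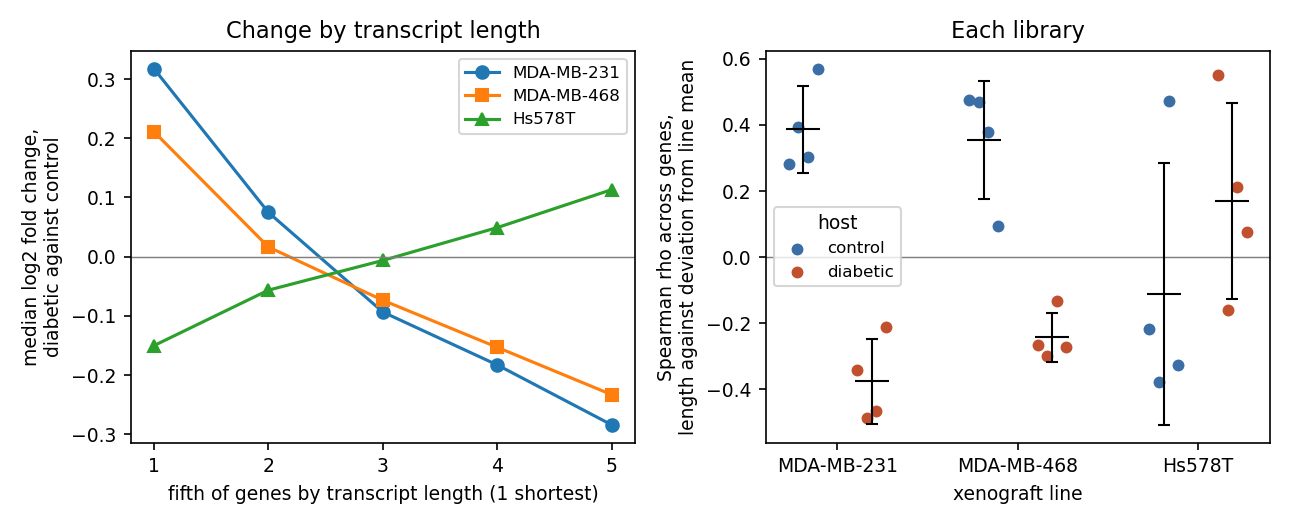
Left, median log2 fold change of diabetic against control tumours (vertical axis) in 5 equal groups of genes by transcript length (horizontal axis, 1 shortest), for each line. Right, the rho of transcript length with each library's deviation from its line mean, across genes (points, libraries; bars, mean and SD), which averaged 0.387 and -0.376 in control and diabetic MDA-MB-231 tumours.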

Values the study reported

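The study described RNA sequencing of 24 xenograft tumours. It listed 311 genes altered alike by hyperglycaemia in xenografts of MDA-MB-468 and of MDA-MB-231 and in the matching cultured lines, of which 95 were raised and 216 lowered at an FDR under 0.3. A pathway analysis in the study used 461 genes that differed in patient tumours and xenografts alike.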

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

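For the results in this part, the tests of transcript length and of overlapping genes were written before their outcomes were seen, although correlations with transcript length were already known. The length correlations of single tumours were looked at only after the result was seen.

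The host effect differed between lines by a direct test for 2634 genes. Of 100 drawn splits of the samples, 3 gave as many genes, the real one included, and the other 2 each reversed the hosts of a whole line and of 1 pair in another, with up to 5530 genes. After removal of trends with transcript length and GC content, 1864 genes passed, 1341 of them among the 2634. With the replicate block as well, 1207 passed, 935 of them among the 2634. Across fits that each left out one replicate number, the count ran from 118 to 2593. The trend with length was negative in MDA-MB-231, negative in MDA-MB-468 and positive in Hs578T, so part of the difference between lines may follow from it. The fitted trend did not account for the whole count. After its removal, a rho with length of -0.0761 in MDA-MB-231, -0.0658 in MDA-MB-468 and 0.0863 in Hs578T remained. A trend that the fit did not capture was therefore not excluded. The 2 splits with more genes keep the host contrast of the line they reversed, so they are not free of a host effect. No conclusion was therefore drawn from the comparison with other splits. The study harvested each line at a different time, MDA-MB-231 first and Hs578T last. Line therefore cannot be separated from the time of growth in the host. Whether the remaining differences between lines are biological was not tested further.

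A single tumour lay far from the other 3 of its group in 5 of 102 groups, where chance gives 5.1, so the number of such groups was not above chance. The base excision repair score of control tumour 4 of MDA-MB-468 was 0.431. This tumour also lay apart in its rho of transcript length with the deviation from the line mean, 0.0942 against 0.379 to 0.475 in the other 3 control tumours, and in that of GC content, 0.301 against -0.307 to -0.0177. The cause of its high score was not tested, and a trend with length or GC content was not ruled out for it.

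The other 4 groups concerned single genes. CDRT4 was 1.62 CPM in control tumour 3 of MDA-MB-231. BLOC1S5-TXNDC5 was 4.26 and AC099329.1 was 0.612 in diabetic tumour 3 of that line, where the other 3 diabetic tumours were listed at 0. AL034430.1 was 0.00334 in control tumour 1 of MDA-MB-468, far under the 3-read floor, so the distance has no meaning at this depth. These genes overlap others on the same strand, and expected counts can move between such genes. In 4 of 7 gene and line pairs the overlapping genes changed the other way by at least 50% of the change, a count that takes no account of spread. In 2 of the 4, AC099329.1 and AL034430.1 in MDA-MB-468, the overlapping genes changed by 3.68 and -11.5 CPM, less than their SD of 19.8 and 13.5 in diabetic tumours. For CDRT4 in MDA-MB-231 and AC009133.6 in MDA-MB-468 the opposite changes of -11.2 and -9.81 CPM were larger than either SD, and reads divided between overlapping genes may be the source. For these, a change of expression cannot be told apart from it. AC009133.6 in MDA-MB-231 fell under the 50% cut, but its overlapping genes also changed the other way. That change of -8.44 CPM was larger than either SD (3.19 and 3.44). Divided reads were thus not ruled out for part of its rise of 22.8 CPM.

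The 14 lines for the Y copy of pseudoautosomal genes, not used in the comparisons, reached a mean of 120.1 CPM. All 14 were identical to the X copy in every sample, as a duplicated entry would be. No biological explanation was tested.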

How the results depend on the processing

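Alternatives with transcript length and GC content removed, limma camera with the replicate block, and limma with the block for BRCA1 and BRCA2 were chosen after seeing the data. The edgeR quasi-likelihood and DESeq2 fits named beforehand were not run, because whole reads could not be recovered from the values. The cause of each change was not tested except where stated.

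Among gene counts, the MDA-MB-231 counts stayed within 1.5 times under every alternative except block with length and GC content removed, which gave 2363 at an adjusted P of 0.05. Fits without 1 tumour gave 3406 to 5099 at 0.05 and 8129 to 9217 at 0.3.

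For MDA-MB-468 at 0.05, the count was 647 without variance moderation, 2718 in one fit on 24 samples, 537 with the muscle fibre covariate and 503 with length and GC content removed. With the replicate block (correlation of same-numbered tumours 0.0142) it was 140, 139 of them among the 1256, and BRCA1 and BRCA2 had limma adjusted P values of 0.0492 and 0.0749. With the block and length and GC content removed it was 0, beside 3180 genes at an unadjusted P under 0.05. Fits without 1 tumour gave 0 to 3202 genes at 0.05 (3127 at an unadjusted P under 0.05 where the count was 0) and 4156 to 7659 at 0.3.

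For Hs578T at 0.05, the count was 226 in one fit on 24 samples, 43 with the block, 34 with length and GC content removed and 133 with both. At 0.3 it was 183 for all listed genes, 54 without variance moderation, 2263 in one fit on 24 samples, 1874 with the block, 1725 with length and GC content removed and 3312 with both. The muscle fibre covariate gave 0 at either threshold, beside 513 genes at an unadjusted P under 0.05. Fits without 1 tumour gave 4 to 14 genes at 0.05 and 9 to 2542 at 0.3.

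The average effect over lines gave 1280 genes with the block, 5272 with the muscle fibre covariate, 1488 with block and length and GC content removed, and 304 to 1889 when a replicate number was left out. The difference between lines gave 550 with the covariate, 1207 with block and length and GC content removed, and 118 to 2593 without a replicate number. Genes shared by MDA-MB-231 and MDA-MB-468 numbered 2625 with block and length and GC content removed, and 2596 to 3848 without a replicate number.

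For scores, passing means an unadjusted P under 0.05 unless adjustment is named. The first principal component, used for the study's own pathway scores, may follow differences between lines more than between hosts. It reversed 9 score differences. They became -0.0397 and 0.214 for myogenesis in MDA-MB-231 and in MDA-MB-468, 0.439 and 0.266 for nucleotide excision repair, -0.954 and -1.50 for TNF-alpha signaling, and 1.76, 1.54 and 0.207 for proliferation in the 3 lines. The reversed proliferation differences in MDA-MB-231 and in MDA-MB-468 reached the smallest exact P of 0.0286 in the opposite direction. It also weakened homologous recombination in MDA-MB-468 (-0.284) and TNF-alpha signaling in Hs578T (0.444), and 1.64 for myogenesis in Hs578T, -1.43 for base excision repair in MDA-MB-231 and -0.907 for nucleotide excision repair in Hs578T passed. Myogenesis in MDA-MB-468 reversed to 0.0231 with rescaling and to 0.0289 with length and GC content removed, each less than its spread.

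Base excision repair in MDA-MB-468 no longer passed with z-scores over 8 samples (-0.398), rescaling (-0.143), or camera without or with the block (mean log2 change -0.0946). TNF-alpha signaling in Hs578T no longer passed with z-scores over 8 samples (0.268). With length and GC content removed, myogenesis in Hs578T (0.222), base excision repair in MDA-MB-231 (-0.213) and proliferation in MDA-MB-231 (-0.387) passed. In camera, with and without the block, the mean log2 changes that passed an unadjusted P of 0.05 where the score test had not were 0.22 for myogenesis in Hs578T, -0.17, -0.19 and -0.15 for mismatch repair in the 3 lines, and -0.13, -0.13 and -0.15 for base excision repair, nucleotide excision repair and proliferation in Hs578T. After adjustment over 21 tests, mismatch repair did not pass in MDA-MB-231 (0.0912, and 0.0724 with the block), and mismatch repair in MDA-MB-468 (0.0529 and 0.0362) and proliferation in Hs578T (0.0619 and 0.0281) passed only with the block. Homologous recombination in MDA-MB-468 (0.0241 and 0.0235) and TNF-alpha signaling in MDA-MB-231 and Hs578T, which had reached an unadjusted exact P of 0.0286 in the score test and not passed adjustment there, passed adjustment here. In camera with the block and length and GC content removed, the changes newly past an unadjusted P of 0.05 were 0.22 for myogenesis in Hs578T, -0.15 and -0.10 for homologous recombination in MDA-MB-231 and Hs578T, -0.17, -0.17 and -0.13 for mismatch repair in the 3 lines, -0.11 and -0.0944 for base excision repair in MDA-MB-231 and Hs578T, -0.10 for nucleotide excision repair in Hs578T, and -0.19 for proliferation in MDA-MB-468. The 4 results at an unadjusted exact P of 0.0286 in the score test passed an unadjusted P of 0.05 in that fit as well.

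BRCA2 in MDA-MB-231 fell by 0.47 with length and GC content removed and no longer passed (exact permutation P = 0.114). In limma with length and GC content removed the adjusted P values were 0.0653 and 0.0602 for BRCA2 in MDA-MB-231 and in MDA-MB-468 (log2 differences -0.47 and -0.45). With the block in the same fit, adjusted P values were 0.0544 and 0.102 for BRCA1 (log2 differences -0.54 and -0.70) and 0.117 and 0.152 for BRCA2 in these lines. The blocked difference without removal was -0.59 for BRCA2 in MDA-MB-468. Leaving out a tumour with 3 against 4 cannot give an exact P under 0.0571, so those fits show direction only. BRCA1 ran from -0.96 to -0.69 in MDA-MB-231 and from -1.05 to -0.81 in MDA-MB-468, and BRCA2 from -0.87 to -0.59 and from -0.69 to -0.52. Small differences changed sign in such fits, such as myogenesis in MDA-MB-468, -0.0593 to 0.0613, BRCA1 in Hs578T, -0.18 to 0.05, and BRCA2 in Hs578T, -0.35 to 0.10.

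Of 12 gene and line pairs named by the size of change or P within lines, none changed direction under the alternatives run, and 12 stayed on their side of the threshold with rescaling. A pass was lost for 14 gene and fit pairs when 1 tumour was left out and gained for 1, lost for 4 and gained for 1 with block and length and GC content removed, lost for 1 and gained for 1 with the block, lost for 1 with pseudocount 0.1 and gained for 1 with length and GC content removed. The muscle fibre covariate removed the pass of 3 genes, MYH7, HSPA1A and HNRNPDL in Hs578T. In that line the fibre score separates the hosts in full, so the covariate overlaps with host and losses under it do not by themselves show that muscle reads account for a gene. On the log2 scale HSPA1A moved from 1.502 to 1.399 while its SE rose from 0.14 to 0.25, HNRNPDL moved from -0.88 to -0.81, CTSH from -1.45 to -0.98 and MYH7, itself a fibre gene, from 2.52 to 1.30. Depth limits AL034430.1 in MDA-MB-468 control tumours, where the signal was under 3 reads.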

Other observations

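In this part, the tests of muscle fibre genes, of a single library and of differences among libraries were chosen only after the result was seen. The tests with length and GC content removed were written before their outcomes, when correlations with transcript length were already known.

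Other splits of the samples were compared with the real split. Within a line, only 8 splits part all same-numbered pairs, so a share under 0.05 cannot be reached. The real split was the 1 of 8 with the most genes in each line at adjusted P thresholds of 0.05 and 0.3. Of all 35 splits, which part fewer pairs, it was again 1 of 35 except in Hs578T at 0.3, where 3 of 35 gave as many genes, up to 3721. For the average effect over lines and for the genes shared by MDA-MB-231 and MDA-MB-468, 1 of 100 drawn splits, the real one, gave as many genes.

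Long transcripts were lower in diabetic hosts in MDA-MB-231, lower in MDA-MB-468 and higher in Hs578T, with a rho of -0.494, -0.439 and 0.379 between transcript length and log2 fold change across genes. Leaving out short-transcript gene families left at least 0.968 of the correlation, so those families did not account for it. Libraries of one host spread as widely as the host means differed in 1 of 3 lines, so a property of individual libraries, such as RNA integrity, may contribute. Read-level data were not used here, and integrity was not tested.

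Removing trends with transcript length and GC content gave 3615 genes past 0.05 in MDA-MB-231, 2709 for the average effect over lines and 1864 for the difference between lines. Of these, 2756, 1732 and 1341 were among the 4884, 2497 and 2634 genes called without the removal. The fitted trend thus did not fully account for the calls, although many changed. The fit used the longest transcript of each gene, and a trend that it did not capture was not excluded. In MDA-MB-468 the removal gave 503 genes, 414 of them among the 1256, so the trend may account for a large part of that count. BRCA1 differences were -0.54 and -0.70 in MDA-MB-231 and in MDA-MB-468 and BRCA2 was -0.45 in MDA-MB-468, each with an exact permutation P of 0.0286. BRCA2 in MDA-MB-231 was -0.47 and no longer passed (exact permutation P = 0.114), so it cannot be told apart from the trend. In limma after the same removal, BRCA2 passed in neither line (adjusted P = 0.0653 in MDA-MB-231 and 0.0602 in MDA-MB-468), and with the block in the same fit the adjusted P values were 0.117 and 0.152. For BRCA1 the limma adjusted P values after the removal were 0.0307 and 0.0286 in these lines, and 0.0544 and 0.102 with the block. Whether BRCA1 in both lines and BRCA2 in MDA-MB-468 passed after the removal thus depended on the test. In the fit without the block, the average effect over the 3 lines passed after the removal for both genes. Its log2 fold changes were -0.46 for BRCA1 and -0.40 for BRCA2 (limma adjusted P = 0.00335 and 0.00963). Such an average need not be present in each line. The 4 score differences at the smallest exact P stayed there, with -0.399 for homologous recombination and -0.223 for base excision repair in MDA-MB-468, and 0.316 and 0.164 for TNF-alpha signaling in MDA-MB-231 and Hs578T. A removal of this kind also takes out any true change that follows length, which these data cannot separate.

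Ribosomal protein genes moved together. Of 82, 80 were higher in MDA-MB-231 (median log2 fold change 0.64), 70 were higher in MDA-MB-468 (0.27) and 82 were lower in Hs578T (-0.39). Those past an adjusted P of 0.05 in limma numbered 71, 6 and 0, beside 52 in Hs578T at an unadjusted P under 0.05. These genes vary together, so the counts by sign are not independent evidence. Rescaling gave 0.64, 0.30 and -0.37, with no change of direction. With length and GC content removed, the medians were 0.41, 0.15 and -0.33. The larger ratio to the uncorrected median over MDA-MB-231 and Hs578T was 0.840, that of Hs578T. The fitted trends thus did not fully account for the pattern. The median shrank more in MDA-MB-231 (0.64 to 0.41) and in MDA-MB-468 (0.27 to 0.15). Part of the rise in those lines may thus follow the trends. A difference among libraries was not excluded.

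Skeletal muscle fibre genes were higher in diabetic hosts in Hs578T, by 0.942 in mean z-score (exact P = 0.0286, 4 of 4 tumours). They were also higher by 0.351 in MDA-MB-231 (exact P = 0.114) and by 0.321 in MDA-MB-468 (exact P = 0.0571), without passing the rank-sum test, and limma camera gave unadjusted P values of 0.0192 and 0.00465 there. Only 30 of 44 listed markers (68.2%) were measured. Their mean pairwise correlation between libraries within groups was 0.166, above 99.99% of 10000 random lists. The preset of limma camera was 0.01, so its P values for these genes may be too small. Without the members on this list, the myogenesis difference in Hs578T fell to 0.0952 from 0.231. The members on the list thus carried most of that difference, and reads from muscle around the tumour may be their source. In diabetic tumour 4 of Hs578T, MYH2 reached 80.6 CPM with CKM at 0.121 and MB at 0. These genes are abundant in muscle and were picked after their values were seen. The hosts are mice, and how mouse reads of each gene align to the human genome was not tested. The low CKM and MB values therefore do not argue against muscle reads. In diabetic mice, the study showed skeletal muscle invasion by MDA-MB-231 tumours. Muscle reads and expression by the tumour cannot be told apart here. Mouse and human origin of these reads could not be tested because no mouse genome was used here. Only 9 of 15 listed adipocyte genes were measured. Their mean z-score was higher in diabetic hosts by 0.507 in MDA-MB-468 (exact P = 0.0286, 4 of 4 tumours). The difference was 0.316 in MDA-MB-231 (exact P = 0.0571) and 0.119 in Hs578T (exact P = 0.886). For MDA-MB-468, MDA-MB-231 and Hs578T, limma camera gave unadjusted P values of 0.0900, 0.323 and 0.499. The source of the adipocyte signal was not tested.

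In MDA-MB-468, diabetic tumour 4 had a mitochondrial share of 19.95%, and its 10 most abundant genes took 19.13% of the signal. Without it, 3202 genes passed 0.05, against 1256 with it, and all 1256 were among the 3202. This single library may therefore lower the count by adding spread.

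The genes shared by MDA-MB-231 and MDA-MB-468 tumours at an adjusted P of 0.3 numbered 4238 here. That is higher than the value quoted from the study above, which also required a change in cultured lines, not analysed here.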
